A study of Homo sapiens with 9 samples.

How the data were processed

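POLR2A, the largest subunit of RNA polymerase II, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in HEK293T cells, a human embryonic kidney line. The 9 samples fell into 3 conditions by their labels: a control shRNA, knockdown of the splicing factor U2AF1 and knockdown of the helicase DHX9. Each condition had 2 ChIP replicates and 1 input sample, which is sheared chromatin taken before the immunoprecipitation. Chromatin was fixed with formaldehyde and sheared by sonication, and libraries were made with a commercial DNA kit, per the labels' protocols.

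The data used here were 3 lists of peaks, intervals in which the authors' peak caller found more ChIP signal than background. Per the labels, 1 list belongs to both ChIP replicates of a condition. The names of the peaks in the control list carry a suffix that reads as replicate 1, and the names in the knockdown lists carry none, so it is not known whether the control list rests on 1 library or on both. Each list was therefore treated as a single unit without replicates. The 3 input samples entered no value of their own.

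Each peak had a start, an end and a summit, the position of its highest signal, in base pairs. The fold enrichment of each peak is the authors' own ratio, and the file does not say which background it is relative to. The significance of each peak was deposited as −log10 of its p-value and of its q-value. The lowest −log10 q was 1.31 in the control list, 1.30 in the U2AF1 knockdown list and 1.31 in the DHX9 knockdown list. The labels do not state the peak caller, the aligner, read filters, the handling of the input or the genome build. All sequence names of the lists were found in the GRCh38 reference, and 0 peaks ended beyond their sequence there, so GRCh38 coordinates were used. Coordinates are given counting from 1.

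The depth of the libraries is not given in the peak lists. A relative background per position was recovered from the fold and p-value of the peaks, which assumes a Poisson test. It was 2.05 in the U2AF1 knockdown list and 1.68 in the DHX9 knockdown list, from whole-number pileups. In the control list the pileup was not whole and appears scaled, and the value recovered, 3.85, is on that scale. The fold enrichment of a peak depends on the depth and on the background of its own library. Fold enrichment was accordingly used only to describe, rank and filter peaks within a list in the main comparisons. Depth also sets how many weak peaks a list can hold, so numbers of peaks and overlaps between lists can move with it. Intervals around shares of peaks are 95% Wilson intervals. They cover counting error only, since peaks are not independent replicates of a condition.

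A peak counted as overlapped when it shared at least 1 bp with a peak of the other list. Overlap was computed in both directions, because the lists differ in size. The Jaccard index is the number of bases covered in both lists divided by the number covered in either. Spearman's rho of fold enrichment was computed across pairs of peaks that overlapped one to one. A summit was placed at a start site when it lay within 1000 bp of an annotated transcript start, in a gene body when it lay inside a gene and farther away, and otherwise outside genes. The annotation was GENCODE version 44, which covers 25 sequences. Peaks on other sequences, 82 in the control list, 100 in the U2AF1 knockdown list and 127 in the DHX9 knockdown list, were left out of these shares.

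Shares of peaks by location were compared between lists with two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 3 pairs of lists. These tests compare the peaks of 2 lists and say nothing about the spread between replicates. Joint loss of control peaks from both knockdown lists was set against 10000 permutations, in which absence from a list was shuffled within the 10 deciles of control fold enrichment. The smallest two-sided p these permutations can give is 0.0002. The shuffled value is what independent losses would give. Both knockdown lists are compared with the same control list, so a peak that chance or noise put in the control list is missing from both, and the shuffling removes this dependence. The shuffled value is therefore not the value under no effect of the knockdowns.

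The peaks named in the text were chosen by a rule: the 5 with the highest fold enrichment in each list, the 5 highest without overlap in each comparison with the control list, and the loci of U2AF1, DHX9 and POLR2A. The rule, the tests and the other settings to be tried were fixed before the data were examined. The other settings were a −log10 q of at least 5, the same number of top peaks in each list, merging within 1000 bp, chromosomes 1 to 22 and X, 2 other definitions of overlap, ranking by −log10 p, start site windows of 500 and 2000 bp, and protein-coding genes. A further setting, peaks of 1 list with −log10 q of at least 5 against all peaks of the other, was added after the data were seen.

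The overlap and permutation code was tested on simulated data. A planted overlap share of 61.4% among 2000 simulated peaks was recovered as 61.4%. Of 200 simulations with losses independent at a given fold enrichment 6.0% were called, and of 200 with further planted joint loss 100% were called. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0. Sequence matches to annotated transcripts used blastn 2.17.0.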

Results

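RNA polymerase II occupancy was mapped in HEK293T cells under a control shRNA, knockdown of U2AF1, the small subunit of the factor that binds the 3′ splice site, and knockdown of DHX9, an RNA and DNA helicase. The series concerns R-loops, which are RNA and DNA hybrids, at promoters, and their relation to U2AF1. The comparison of each knockdown with the control asks where polymerase was detected when U2AF1 or DHX9 was reduced. There were 2 ChIP replicates per condition and 1 deposited list of POLR2A peaks for each condition, so no value below has a replicate error. Differences between lists were not tested against the spread between replicates. The total number of reads per library is unknown from the lists.

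The control list held 2757 peaks, the U2AF1 knockdown list 1730 and the DHX9 knockdown list 4443. The DHX9 knockdown list was 1.61 times as long as the control list, and the control list was 1.59 times as long as the U2AF1 knockdown list. Peaks were narrow in all lists, with a median width of 319 bp in the control list, 287 bp in the U2AF1 knockdown list and 324 bp in the DHX9 knockdown list. Together they covered 1069 kb, 639.2 kb and 1730 kb, respectively. The median fold enrichment given by the authors was 4.13 in the control list, with a range from 1.09 to 60.4. It was 4.75 in the U2AF1 knockdown list, with a range from 1.10 to 112.5, and 5.27 in the DHX9 knockdown list, with a range from 1.18 to 111.8. The median −log10 q was 7.59, 5.86 and 6.26 in the same order. With a −log10 q of at least 5, the alternative that moved these numbers most, 1965 control peaks, 1032 U2AF1 knockdown peaks and 2846 DHX9 knockdown peaks were left, in the same order of size.

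The loci of the targeted genes were examined first. At U2AF1 (chromosome 21, 43092956 to 43107570, minus strand), the control list had 1 peak, at 43094477 to 43094787 over a coding exon, with a fold enrichment of 6.79 and rank 237 of 2757. Part of this exon has an identical second copy elsewhere on chromosome 21, at 6486204 to 6486263, where both lists that had the exon peak also had a peak. The U2AF1 knockdown list had a peak over the same exon, at 43094480 to 43094790, with a fold enrichment of 5.81 and rank 442 of 1730. It had a second peak in the 5′ untranslated region, at 43107476 to 43107691, with a fold enrichment of 4.26 and rank 1100. In the DHX9 knockdown list a peak at 43107646 to 43107881 had its summit at -175 bp from the U2AF1 start site, with a fold enrichment of 4.48 and rank 3210 of 4443. At DHX9 (chromosome 1, 182839347 to 182887982, plus strand) each list had 1 peak over the 5′ untranslated region. It ranked 1085 in the control list, 366 in the U2AF1 knockdown list and 2833 in the DHX9 knockdown list. These lists record polymerase and not RNA or protein levels, so they do not measure how far either gene was reduced. POLR2A (chromosome 17, 7484366 to 7514616, plus strand) had a peak at its start in each list, of rank 29, 128 and 58 in the control, U2AF1 knockdown and DHX9 knockdown lists.

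Of the control peaks, 34.6% (95% interval 32.8 to 36.4, 954 of 2757) were overlapped by a U2AF1 knockdown peak. In the other direction 55.1% of U2AF1 knockdown peaks (52.8 to 57.5, 954 of 1730) were overlapped by a control peak. When the 1730 most significant peaks of each list were compared, the first share was 45.2%, the largest move under any alternative. That number is the length of the U2AF1 knockdown list, so that list stayed whole and only the other lists were cut. The bases covered in both lists made up a Jaccard index of 0.252. Across 934 pairs of peaks that overlapped one to one, Spearman's rho of fold enrichment was 0.64. These pairs are loci within the same libraries and not independent replicates.

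More control peaks were overlapped by the DHX9 knockdown list, 66.8% (65.0 to 68.5, 1841 of 2757). In reverse, 41.3% of DHX9 knockdown peaks (39.9 to 42.8, 1835 of 4443) were overlapped by a control peak. With the 1730 most significant peaks of each list, the share of control peaks found in the DHX9 knockdown list was 53.1%. The Jaccard index was 0.308, and rho across 1809 one-to-one pairs was 0.50. The U2AF1 and DHX9 knockdown lists were compared with each other as well, and 69.1% of U2AF1 knockdown peaks (66.9 to 71.2, 1195 of 1730) were overlapped by a DHX9 knockdown peak. With the 1730 most significant peaks of each list this share was 45.0%, close to the 45.3% overlapped by a control peak under that setting. The U2AF1 knockdown list stayed whole there and the DHX9 knockdown list was cut, so the share of 69.1% could only fall.

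Overlap varied with fold enrichment. Control peaks in the highest decile of fold enrichment were found in the U2AF1 knockdown list in 79.3% of cases (74.2 to 83.7, n = 276 peaks), and those in the fourth decile in 18.8% (14.7 to 23.9, n = 276 peaks). The rise was not steady: in the lowest decile the share was 37.3% (31.8 to 43.2). That was above deciles 2 to 5, whose shares lay between 18.8% and 21.4%, and above deciles 6 and 7, at 30.2% and 30.1%. It was close to decile 8, at 36.7% (31.2 to 42.6). For the DHX9 knockdown list the share rose from 37.7% (32.2 to 43.5) in the lowest decile to 93.1% (89.5 to 95.5) in the highest.

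**Figure D1:**
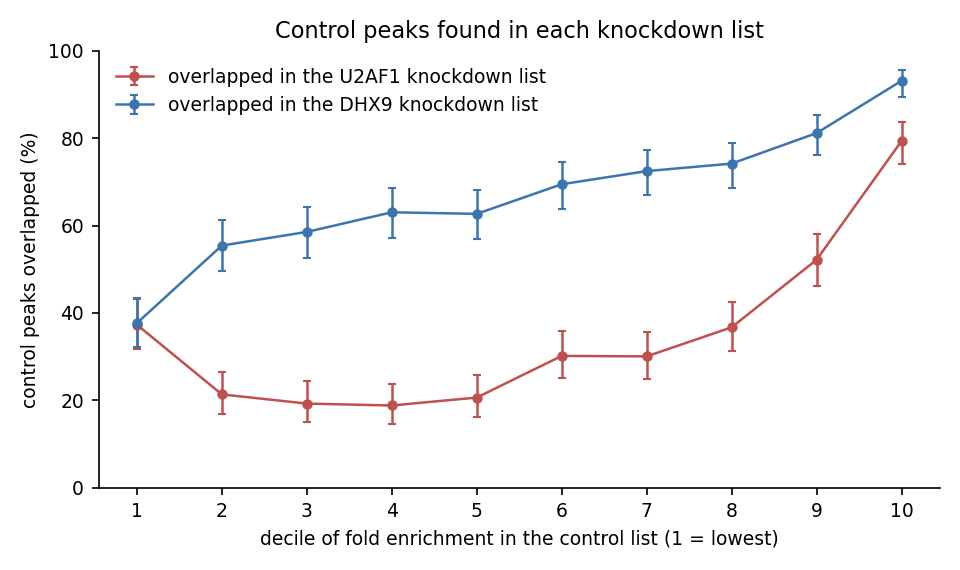
Share of control peaks overlapped by a peak of the U2AF1 knockdown list (red) or the DHX9 knockdown list (blue), in percent, against the decile of fold enrichment in the control list; bars are 95% Wilson intervals. In the highest decile 79.3% and 93.1% of control peaks were overlapped, and in the fourth decile 18.8% and 63.0%.

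Of the control peaks, 840 were overlapped in both knockdown lists, 114 in the U2AF1 knockdown list alone and 1001 in the DHX9 knockdown list alone. The other 802, or 29.1% (27.4 to 30.8), were overlapped in neither. Shuffling within deciles of control fold enrichment gave 23.4% (22.7 to 24.2), with a two-sided permutation p of 0.0002, the smallest these permutations can give. The 23.4% is the value for losses independent of each other at similar fold enrichment, and peaks were not matched on significance. Both losses are counted from the same control list, which raises joint loss with no effect of either knockdown, so this difference does not measure a shared effect. Of the DHX9 knockdown peaks, 2248 (50.6%) were overlapped in neither of the other lists, against 413 (23.9%) of the U2AF1 knockdown peaks.

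Most peaks of every list lay at transcription start sites. Within 1000 bp of an annotated start, a zone that takes up 6.84% of the annotated chromosomes, lay 86.5% of control summits (85.2 to 87.8, 2315 of 2675). The share was 79.3% in the U2AF1 knockdown list (77.2 to 81.2, 1292 of 1630) and 91.4% in the DHX9 knockdown list (90.5 to 92.2, 3943 of 4316). The U2AF1 knockdown list differed from the control list by -7.28 percentage points (Fisher's exact test, adjusted p = 5.6e-10). The DHX9 knockdown list differed from the control list by 4.82 points (exact adjusted p = 4.8e-10) and from the U2AF1 knockdown list by 12.1 points (exact adjusted p = 6.2e-34). Counting only protein-coding genes moved the first difference to -10.7 points, the largest move in it among the alternatives.

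Gene bodies held 1.87% of control summits (1.42 to 2.46, 50 of 2675), 9.39% of U2AF1 knockdown summits (8.06 to 10.9, 153 of 1630) and 4.19% of DHX9 knockdown summits (3.64 to 4.83, 181 of 4316). The excess over the control list was 7.52 points for the U2AF1 knockdown list (Fisher's exact test, adjusted p = 3.4e-28) and 2.32 points for the DHX9 knockdown list (exact adjusted p = 5.8e-08). With equal numbers of top peaks the latter was 0.372 points and no longer past the threshold (exact adjusted p = 0.44, against 5.8e-08 to 0.021 under the other alternatives). The DHX9 knockdown list differed from the U2AF1 knockdown list by -5.19 points (exact adjusted p = 2.5e-13). Outside genes lay 11.6%, 11.3% and 4.45% of the control, U2AF1 knockdown and DHX9 knockdown summits.

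**Figure D2:**
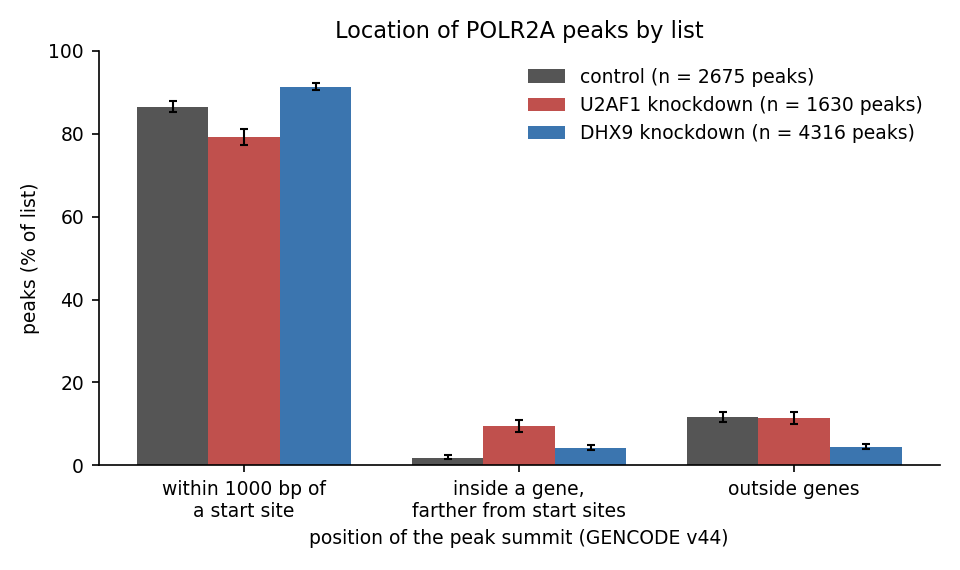
Share of the peaks of each list, in percent, by the position of the summit relative to annotated genes; bars start at 0 and error bars are 95% Wilson intervals. Start sites held 86.5%, 79.3% and 91.4% of the control, U2AF1 knockdown and DHX9 knockdown peaks, and gene bodies 1.87%, 9.39% and 4.19%.

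Peaks shared between lists were more often at start sites than unshared ones, with 1 exception among 6 comparisons. Of control peaks overlapped by a DHX9 knockdown peak 95.7% lay at a start site, against 67.8% of those not overlapped (Fisher's exact test, adjusted p = 5.7e-82). Of U2AF1 knockdown peaks overlapped by a control peak 90.6% lay at a start site, against 64.6% of those not overlapped (exact adjusted p = 1.4e-37). Of DHX9 knockdown peaks not overlapped by a control peak 88.4% still lay at a start site, against 95.6% of those overlapped (exact adjusted p = 8.9e-18). DHX9 knockdown peaks with and without overlap in the U2AF1 knockdown list did not differ, with 90.2% and 91.8% at start sites (exact adjusted p = 0.11).

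The same 2 places stood among the 4 highest peaks of every list. The first was a processed pseudogene, ENSG00000259397, at 35092562 to 35093208 on chromosome 15 in the control list. Its fold enrichment was 60.4 in the control list, 112.5 in the U2AF1 knockdown list and 83.3 in the DHX9 knockdown list, with ranks 1, 1 and 2. This pseudogene was 91.7% identical to spliced U2AF1 transcript ENST00000291552 over 915 aligned bp, so the place of origin of its reads is uncertain. The second was the start site of PGK1 on chromosome X, with peaks at 78103797 to 78104351 in the control list and 78103795 to 78104352 in both knockdown lists, so that the edges differed by at most 2 bp. Its fold enrichment was 42.3, 111.9 and 111.8, with ranks 4, 2 and 1. The summits lay at -162, -123 and -139 bp from the nearest annotated start in the control, U2AF1 knockdown and DHX9 knockdown lists, that is, upstream of it.

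**Figure D3:**
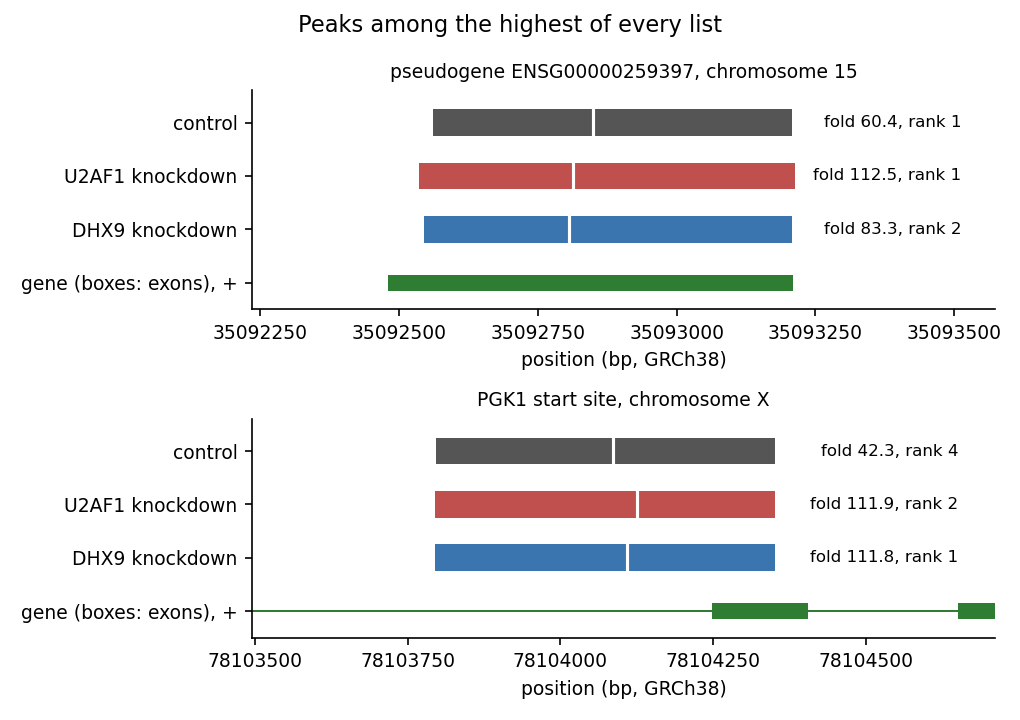
Peaks of the 3 lists over the pseudogene ENSG00000259397 on chromosome 15 and the PGK1 start site on chromosome X, drawn to scale in bp of GRCh38; coloured bars are peaks, white lines are summits and green boxes are annotated exons. The PGK1 peaks ended at 78104351 or 78104352 in every list, and the pseudogene peaks ended between 35093207 and 35093213.

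Most of the other top 5 peaks lay at genes of small nuclear or nucleolar RNAs. In the control list they were at SNORD3B-2 (chromosome 17, 19061801 to 19064275, fold enrichment 43.99), at WDR74 (chromosome 11, 62840260 to 62841967, intron, fold enrichment 40.0) and at a place between genes on chromosome 7 (157461263 to 157461619, fold enrichment 52.0). In the U2AF1 knockdown list RNU1-27P (chromosome 14, 34546542 to 34547809) had rank 3, SNORD3B-2 rank 4 and WDR74 rank 5. In the DHX9 knockdown list SNORD3D, RNVU1-14 and a U2 gene had ranks 3, 4 and 5. Such genes exist in near-identical copies, so the assignment of these reads to 1 copy is uncertain.

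The highest control peak without overlap in the U2AF1 knockdown list was the peak on chromosome 7, which ranked 2 in the control list and was overlapped by a DHX9 knockdown peak of rank 170. It was followed by a peak between genes on chromosome 11 (11246524 to 11246955) and by a peak in an intron of ANAPC7 on chromosome 12 (110387215 to 110387433), with its summit at -36 bp from a start site. The ANAPC7 peak was also the highest control peak without overlap in the DHX9 knockdown list. All control peaks named by this rule, for either knockdown, lay in low-complexity sequence, with a trinucleotide entropy from 1.75 to 3.00 bits. In the knockdown peaks named by the rule it ranged from 4.43 to 5.76 bits. The highest peak of both knockdown lists without a control peak lay at a further processed pseudogene, ENSG00000213365 on chromosome 11, which also resembles U2AF1. It was at 72280146 to 72280398 in the U2AF1 knockdown list, with a fold enrichment of 16.1 and rank 25, and at 72280175 to 72280390 in the DHX9 knockdown list, with a fold enrichment of 12.01 and rank 118. After it, the highest U2AF1 knockdown peaks without a control peak were nearest to the starts of BCKDK, MARCHF5, FAM43A and EXD3, with ranks from 137 to 144. The summits lay at 49 bp from the start of FAM43A and 79 bp from that of EXD3. Those nearest to BCKDK and MARCHF5 lay between genes, at -1312 and 26289 bp. The highest such DHX9 knockdown peaks were nearest to BSG, RNVU1-19, KANSL2 and AGBL3, with ranks from 142 to 174.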

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

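Each comparison was recomputed under the settings fixed in advance, and 1 further setting was chosen after seeing the data. Of the alternative values of the comparisons, 80 kept their direction and side of the threshold or stayed within their interval, 28 moved, 1 lost significance and 0 reversed. Of the values of single lists by location, 18 stayed and 24 moved. No paired analysis was possible because each condition has 1 list. The labels give replicates 1 and 2 in each condition, but the peak names carry a replicate number, which reads as 1, in the control list alone. For the same reason leaving out each replicate in turn was not possible.

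The order of the lists by number of peaks held in all 3 settings tried. With a −log10 q of at least 5 the U2AF1 knockdown list kept 1032 peaks and the DHX9 knockdown list 2846, more than 1.5 times fewer than deposited, against 1965 in the control list.

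With that threshold in both lists, the overlap of U2AF1 knockdown peaks with control peaks was 63.1% and with DHX9 knockdown peaks 72.6%. The overlap of control peaks with DHX9 knockdown peaks was 63.5% and the reverse 43.8%. The Jaccard indices with the control list were 0.269 for U2AF1 knockdown and 0.322 for DHX9 knockdown. With the added alternative, strong peaks of the first list against all peaks of the second, control peaks were found in 42.0% of cases in the U2AF1 knockdown list and in 73.3% in the DHX9 knockdown list. The reverse shares were 68.1% and 53.0%, and 81.3% of strong U2AF1 knockdown peaks were found in the DHX9 knockdown list.

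Equal list sizes, 1730 top peaks each, brought the shares in the 2 directions together, as equal numbers of peaks nearly force. The U2AF1 knockdown list was left whole, with its weak peaks, while the other lists were cut to their most significant peaks. The lists thus differed in stringency under this setting. Control and U2AF1 knockdown peaks overlapped in 45.2% and 45.3% of cases in the 2 directions, control and DHX9 knockdown peaks in 53.1% and 52.8%, and U2AF1 knockdown peaks were found in the DHX9 knockdown list in 45.0%. The Jaccard indices were 0.278 and 0.342, and rho of control and DHX9 knockdown was 0.57. By construction this setting removes the difference in list length. The excess of gene body peaks of the DHX9 knockdown over the control list was 0.372 points under this setting, no longer past the threshold. The cause was not tested.

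Requiring summits within 250 bp lowered the shares of control peaks to 32.1% for U2AF1 knockdown and 61.2% for DHX9 knockdown, and the reverse shares to 51.2% and 37.99%. The share of U2AF1 knockdown peaks found in the DHX9 knockdown list was 62.4% under this rule, and 66.5% when at least 50% of the shorter peak had to be covered. The rule of 50% can only lower these shares. For summits within 250 bp the fall is not fixed by the rule as stated, since narrow peaks can have near summits without overlap. Ranking by −log10 p gave a rho of 0.56 for control and DHX9 knockdown. Limiting the lists to chromosomes 1 to 22 and X, or merging peaks within 1000 bp, shifted values but took 0 of 25 and 0 of 20 out of their interval, across their threshold or past 1.5 times a number of peaks.

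The differences in start site share kept their direction and significance under all 7 alternatives tried. That between the U2AF1 knockdown and control lists ranged from -10.7 to -4.85 points, and that between the DHX9 knockdown and control lists from 4.14 to 5.44 points. The excess of gene body peaks of the U2AF1 knockdown list ranged from 4.79 to 7.90 points. Joint loss of control peaks, which the shared control list raises by itself, stayed above its permutations in the 5 settings tried, from 28.7% against 23.5% on chromosomes 1 to 22 and X to 34.8% against 28.3% with equal list sizes. Unknown depth and single lists limit all of these: none separates the effect of a knockdown from a difference between 2 immunoprecipitations.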

Other observations

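Of the tests below, those on gene bodies, on the exons of DDX23 and RNASEH1 and on RNU6-1 were set out before their values were seen, and the others after.

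The peak on the chromosome 15 pseudogene lies where the genome matches spliced U2AF1. The match runs from 35092458 to 35093365, past the stop codon and 145 bp into the 3′ untranslated region, 152 bp beyond the farthest peak end. The peaks of the 3 lists end within 5 bp of the end of the 723 bp U2AF1 coding sequence. They start 87, 61 and 71 bp inside it in the control, U2AF1 knockdown and DHX9 knockdown lists. The annotated pseudogene ends at 35093210, so the peak ends lie as close to the end of the annotated gene, and the edge alone does not separate the 2. Further places that match spliced U2AF1 carry 6 peaks over the 3 lists. They are the chromosome 11 pseudogene in both knockdown lists, the U2AF1 exon on chromosome 21 in the control and U2AF1 knockdown lists, and its second copy at 6486134 to 6486456 in the control list and at a similar place in the U2AF1 knockdown list. The chromosome 11 peaks cover part of the coding sequence and stop 475 and 484 bp short of its end. Transcription of the chromosome 15 pseudogene alone leaves those 6 peaks unexplained. They are not 6 separate signals, because the exon and its second copy are in part identical and may hold the same reads. The exon peaks also lie inside the U2AF1 gene, where polymerase needs no link to the pseudogene. A candidate explanation is that the libraries hold copies of the U2AF1 coding sequence without introns, from an expression construct or carried-over DNA, whose reads were placed on the pseudogenes. The pseudogene is only 91.7% identical to U2AF1, and the reads that would show exon junctions or mismatches are not analysed here. The DHX9 knockdown list had a fold enrichment of 83.3 on this pseudogene but no peak on the U2AF1 exon or its second copy. In the control and U2AF1 knockdown lists the exon peak had 6.79 and 5.81, against 60.4 and 112.5 on the pseudogene. Copies of the coding sequence should match the exons better, so this goes against the explanation. Short exons may also hold too few reads, so the comparison with the exon does not decide the matter. Separate activity at each of these places stays open as well.

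Processed pseudogenes rarely carried peaks: of 10146 annotated, summits of 4 control, 12 U2AF1 knockdown and 10 DHX9 knockdown peaks lay in one. A copy of DDX23 (ENSG00000257616 on chromosome 12) had a peak in all 3 lists, of fold enrichment 5.79, 6.74 and 6.85. A copy of RNASEH1 (RNASEH1P1 on chromosome 17) had one in the control list, of fold enrichment 5.12 and rank 687, and one in the U2AF1 knockdown list, of fold enrichment 10.1 and rank 80. Both parent genes encode proteins that act on R-loops, the subject of the series, so constructs may be a source here as well. Knockdown peaks also lay on pseudogenes that match other genes, among them BBS5, DUX4 and AKR7A2. Peaks on such copies were thus not limited to U2AF1, DDX23 and RNASEH1. Interior exons of DDX23 or RNASEH1 held 0 peaks over the 3 lists. That does not decide the matter, because short exons may hold too few reads, and transcription of the pseudogenes stays open.

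The PGK1 peak had nearly fixed edges. Across 808 peaks present one to one in all lists, the median of the largest difference of an edge between lists was 163.5 bp. At PGK1 it was 2 bp, and 1 of the 808 peaks, PGK1 itself, had so small a difference. Among the 50 highest control peaks the next smallest differences were 26 bp, at the chromosome 15 pseudogene, and 34 bp, the smallest of the 41 others present one to one in all lists. A fragment with fixed ends may explain this, such as the PGK1 promoter that many shRNA vectors carry, and the labels or peak names point to an shRNA in every condition. If vectors were the source, their U6 promoter was a second sequence to look for. However, 0 lists had a peak within 500 bp of RNU6-1 on chromosome 15. That argues against a plain excess of vector DNA over the input, but a U6 promoter is read by RNA polymerase III and need not be enriched by a POLR2A antibody, so vectors that carry both promoters cannot be told apart from other sources. The vector used is not analysed here.

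The peak values keep a trace of depth. If the fold is (pileup + 1) / (background + 1) and the p-value is a Poisson tail, 99.9% of U2AF1 knockdown peaks and 100% of DHX9 knockdown peaks are explained by a whole-number pileup. Their most frequent background per position was 2.05 in the U2AF1 knockdown list and 1.68 in the DHX9 knockdown list. The DHX9 knockdown list thus had 0.817 times the background of the U2AF1 knockdown list and more peaks, which argues against depth as the reason why it is the longer of these lists. A whole-number pileup explained 0.55% of control peaks. There the pileup appears scaled, and a background of 3.85 was recovered in another way, by leaving the pileup free: 120 peaks sat at that value, and 42.9% of peaks allowed a whole-number background. On that scale the DHX9 knockdown background was 0.436 times and the U2AF1 knockdown background 0.533 times that of the control list. Since the scaling factor is unknown, these are not ratios of sequencing depth, and an effect of depth on the comparisons with the control list cannot be told apart from other sources. Lower enrichment by the immunoprecipitation in the U2AF1 knockdown libraries and an effect of the knockdown cannot be told apart either, because there is 1 list per condition.

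The excess of gene body peaks in the U2AF1 knockdown list was examined for 2 technical sources. Of its 153 gene body peaks 26 lay on chromosome 21, where copies of the ribosomal RNA genes lie. Without that chromosome the difference from the control list was 6.58 points (Fisher's exact test, p = 1.1e-24), so these copies do not account for it. Gene body peaks were weak, with a median −log10 q of 3.64 against 6.03 at start sites. Among peaks with a −log10 q of at least 10, the difference was still 4.31 points (25 of 366 against 23 of 914, Fisher's exact test, p = 0.0005), which argues against weak peaks as the whole source. An effect of U2AF1 on polymerase within genes remains possible and was not tested, since other differences between single immunoprecipitations stay open.

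The highest control peaks without overlap lay in simple repeats. In the top decile of control fold enrichment, 12 of the 57 peaks missing from the U2AF1 knockdown list had low-complexity sequence, with a trinucleotide entropy under 4 bits, and 8 of the 12 are the named peaks that prompted the question. Without those 8, the share was 8.16% among the missing peaks (4 of 49, interval 3.22 to 19.2) against 1.37% of those overlapped (3 of 219, interval 0.467 to 3.95, Fisher's exact test, p = 0.023). Reads from simple repeats that differ between libraries may explain this small part of the loss, and the numbers are few. The other missing peaks of the decile were not of low complexity. Over whole lists low-complexity peaks were no more frequent in the control list, at 1.09% (30 of 2757), than in the U2AF1 knockdown list, at 1.45% (25 of 1730), and their share was 0.945% (42 of 4443) in the DHX9 knockdown list. Among the 50 highest peaks the order differed, with 5 in the control list and 0 in each knockdown list. Those 5 include named peaks that prompted the question.

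Genes of small nuclear and nucleolar RNAs filled the top of each list. Summits within 1000 bp of such a gene's start made up 33 of the 50 highest control peaks, 35 of the 50 highest U2AF1 knockdown peaks and 40 of the 50 highest DHX9 knockdown peaks. Over whole lists their share was 2.97%, 4.05% and 1.78%. No explanation was tested.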
